# High-Pressure-Sprayed Double Stranded RNA Does Not Induce RNA Interference of a Reporter Gene

**DOI:** 10.3389/fpls.2020.534391

**Published:** 2020-12-16

**Authors:** Veli Vural Uslu, Alexandra Bassler, Gabi Krczal, Michael Wassenegger

**Keywords:** double stranded RNA, small RNA sequencing, GFP silencing, RNA interference, RNA delivery

## Abstract

In plants, RNA interference (RNAi) is an effective defense mechanism against pathogens and pests. RNAi mainly involves the micro RNA and the small interfering RNA (siRNA) pathways. The latter pathway is generally based on the processing of long double stranded RNAs (dsRNA) into siRNAs by DICER-LIKE endonucleases (DCLs). SiRNAs are loaded onto ARGONAUTE proteins to constitute the RNA-induced silencing complex (RISC). Natural dsRNAs derive from transcription of inverted repeats or of specific RNA molecules that are transcribed by RNA-directed RNA polymerase 6 (RDR6). Moreover, replication of infecting viruses/viroids results in the production of dsRNA intermediates that can serve as substrates for DCLs. The high effectiveness of RNAi both locally and systemically implicated that plants could become resistant to pathogens, including viruses, through artificial activation of RNAi by topical exogenous application of dsRNA. The most preferable procedure to exploit RNAi would be to simply spray naked dsRNAs onto mature plants that are specific for the attacking pathogens serving as a substitute for pesticides applications. However, the plant cell wall is a difficult barrier to overcome and only few reports claim that topical application of naked dsRNA triggers RNAi in plants. Using a transgenic *Nicotiana benthamiana* line, we found that high-pressure-sprayed naked dsRNA did not induce silencing of a green fluorescence protein (GFP) reporter gene. Small RNA sequencing (sRNA-seq) of the samples from dsRNA sprayed leaves revealed that the dsRNA was, if at all, not efficiently processed into siRNAs indicating that the dsRNA was insufficiently taken up by plant cells.

## Introduction

Plant pests cause a significant decline in quantity and quality of crops as well as forestry products. The climate change alters the spreading of insect species, which may induce damage by feeding and/or by transmitting plant pathogens. For example, several studies have reported the recent invasion of Mediterranean plant pests like *Thaumetopoea processionea* in Northern European countries, including England, Denmark, and Sweden (Wagenhoff et al., 2014). Moreover, there are many regulatory restrictions on the use of conventional pesticides because of potential ecological and environmental hazard upon application (Robin and Marchand, 2019). Therefore and in view of the controversial discussions on the employment of genetically modified (gm) plants, novel versatile and gm-free eco-friendly approaches have become fundamental for pest control, including defense against viruses, in agriculture.

One of the strategies that plants, as sessile organisms, use to cope with pests is RNA interference (RNAi). RNAi comprises two main pathways: the micro RNA (miRNA) and the siRNA pathways (Ruiz-Ferrer and Voinnet, 2009; Borges and Martienssen, 2015). MiRNA production is initiated by transcription of endogenous miRNA genes, which are subsequently processed to typically 21-nt long miRNAs. Mature miRNAs bind to complementary transcripts for degradation or translational inhibition (Brodersen et al., 2008; Lanet et al., 2009; Li et al., 2018). It has been shown that plant-derived miRNAs, e.g., members of the miRNA 166 family, are taken up by aphids and this uptake correlates with resistance of melons to the aphid *Aphis gossypii* (Sattar et al., 2012).

The siRNA pathway is initiated by cleavage of double stranded RNA (dsRNA). DsRNA is subsequently processed into 21-nt, 22-nt, and 24-nt small interfering RNAs (siRNAs) (Fusaro et al., 2006). 21-nt and 22-nt siRNAs lead to post-transcriptional gene silencing mainly *via* degrading complementary transcripts, whereas 24-nt siRNAs mediate epigenetic modifications at complementary DNA for inducing transcriptional gene silencing (TGS) (Wassenegger et al., 1994; Wierzbicki et al., 2012; Dalakouras et al., 2020). The siRNA pathway blocks viral infections as well as transposable element activity. In addition, transgene expression is also frequently suppressed by siRNA-mediated TGS (Baulcombe, 2004).

Virus infections trigger RNAi upon formation of viral dsRNA replication intermediates or viral RNA secondary double stranded structures. Viral dsRNA is recognized by the RNA silencing machinery and is accordingly processed by Dicer-like enzymes (DCLs) into siRNAs. Argonaute (AGO) proteins binding these siRNAs to constitute the RNA-induced silencing complex (RISC) lead to the degradation of viral RNAs. Recruitment of RNA-directed RNA polymerase 6 (RDR6) to specific target RNAs (e.g., aberrant RNAs lacking a 5′ cap and/or a polyA-tail) leads to further dsRNA production (Dalmay et al., 2000; Vaistij et al., 2002; Gazzani et al., 2004). These dsRNAs are subsequently cleaved into secondary siRNAs, a process that is termed “transitivity.” Secondary siRNAs yield augmented defense against viruses and serve as footprints of the RNAi machinery (Baulcombe, 2004; Dunoyer and Voinnet, 2005). However, most viruses encode RNA silencing suppressors that impair the RNAi machinery by, for example, sequestering siRNAs or inhibiting AGOs (Silhavy and Burgyán, 2004). Hence, viral infection cannot be prevented by the plant defense in all cases.

In order to prevent virus infections it is essential to deliver dsRNA, exhibiting complementarity to the infecting virus already before the virus enters the plant cell. This strategy was successfully and numerously put into practice by the generation of gm plants expressing virus-specific RNAi-inducing transgene constructs (Wang et al., 2012; Pooggin, 2017). In recent years, alternative approaches that are based on exogenous delivery of dsRNA were employed to protect plants against virus infections. Exogenous RNAs of different origins such as *in vitro* and chemical synthesis or bacterial expression have been used (Lau et al., 2014; Dubrovina and Kiselev, 2019). These RNAs are delivered to plants using various methods, including low-pressure spraying, spreading by brushes, infiltration, biolistic approaches, trunk injections, mechanical inoculation, and high-pressure spraying (Dubrovina et al., 2019; Dalakouras et al., 2020). These methods appeared to improve plant defense against viruses slightly (Carbonell et al., 2008; Gan et al., 2010; Yin et al., 2010; Konakalla et al., 2016; Kaldis et al., 2018).

Different classes of adjuvants, including cationic nanoparticles, surfactants, clay nanosheets, peptide-based agents, and carbon dots have been used to boast plant defense against pests by facilitating the delivery of exogenous dsRNAs through the cell wall and subsequently cell membrane (Jiang et al., 2014; Mitter et al., 2017a; Schwartz et al., 2019; Worrall et al., 2019; Zheng et al., 2019). Indeed, it has been shown that these adjuvants improved plant defense against virus infection by increasing the uptake of dsRNA into plant cells and by protecting the dsRNAs from early degradation (Unnamalai et al., 2004; Mitter et al., 2017b).

Beside improving plant defense, it has been shown that naked dsRNA can be taken up by plant cells reducing the expression of transgenes in *Arabidopsis thaliana* (Mitter et al., 2017b; Dubrovina et al., 2019). However, the lack of molecular fingerprints of RNAi such as phased siRNAs in target sequences upon exogenous dsRNA applications raises questions about the underlying activity mechanism of the exogenous dsRNAs (Uslu and Wassenegger, 2020).

In this study, we investigated the RNA silencing efficacy of exogenously applied dsRNA and the processing of the dsRNA into siRNAs by the plant RNAi machinery using deep sequencing. For this purpose, the green fluorescence protein (GFP) -expressing *Nicotiana benthamiana* line 16C (Nb-16C) as a highly sensitive RNAi reporter system was treated with exogenous dsRNA to search for processed dsRNAs. *N. benthamiana* wild type (Nb-WT) plants were taken as controls to filter out the degradation products of the sprayed dsRNAs and water sprayed Nb-16C plants to eliminate the degradation products of endogenous target sequence. In order to deliver the dsRNAs into the plant cells, we employed the high-pressure spraying procedure (HPSP), which is reported to be the only method inducing transgene silencing via efficient activation of RNAi in *N. benthamiana* (Dalakouras et al., 2016, 2018). In this study, we demonstrate that dsRNA delivery by HPSP did not induce transgene silencing. In concordance with these finding, sRNA-seq revealed that the dsRNAs were not processed into specific siRNAs by RNAi machinery.

## Results

### DsRNA Synthesis and Monitoring of GFP Expression Upon HPSP

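The region of interest that the authors used for counting is a 605-nt stretch of the GFP coding sequence. It spans GFP positions 188 to 792 and ends with the stop codon TAA. The GFP-matching part of the forward primer for dsRNA-midGFP, a dsRNA of 139 nt, TATGAAGCGGCACGACTTCT, starts at nucleotide 107 of this region, and that of the reverse primer, GATCCTGTTGACGAGGGTGT, ends on the opposite strand at nucleotide 245. The paper places this dsRNA at GFP positions 294 to 432, from which positions 188 to 792 follow. The sense strand of its GFP part is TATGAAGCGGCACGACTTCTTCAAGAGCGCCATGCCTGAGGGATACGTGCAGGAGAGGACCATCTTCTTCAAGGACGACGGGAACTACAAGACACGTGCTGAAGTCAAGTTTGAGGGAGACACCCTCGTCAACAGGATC. No position of the transgene in the plant genome was used here.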

322nt-long dsRNA (dsRNA-5′GFP) and 139nt-long dsRNA (dsRNA-midGFP) matching the GFP sequence (position 1 to 322 and 294 to 432, respectively) expressed in the transgenic *N. benthamiana* line 16C (Nb-16C) were synthesized *in vitro* and annealed subsequently. Single stranded (ss) RNA and possible DNA contaminations were eliminated by DNAse and RNase treatment (Supplementary Figure 1). As a positive control, 22nt-long synthetic siRNA#164 matching the GFP sequence (position 164 to 187) has been used (Dalakouras et al., 2016).

High-pressure spraying creates a radial gradient of pressure. The center of sprayed area has the highest pressure and leads to wounded areas with 2–3 mm radii. The further the distance from the central region, the lower the pressure gets. Therefore, the periphery of the sprayed area recapitulates foliar spraying whereas the center of the area is subjected to high-pressure spraying. Noteworthy that the integrity of the dsRNAs sprayed onto the walls of a 15 ml-falcon tube under six-bar pressure was not affected (Supplementary Figure 1).

Leaves and buds of Nb-16C plants have been sprayed with 200 μl of dsRNA-midGFP at four different concentrations (10, 20, 200, and 240 ng/μl). In addition, 200 μl of dsRNA-5′GFP has also been sprayed on Nb-16C plants leaves and buds at three different concentrations (24, 48, and 240 ng/μl). As a positive control 200 μl of 22nt long synthetic siRNA#164 was sprayed at two different concentrations (1.4 and 14 ng/μl) onto the leaves and buds of Nb-16C of the same stage. 200 μl of water spraying is used as a negative control for GFP silencing.

Green Fluorescence Protein expression in sprayed plants was monitored under UV-light for in total 3 weeks. Since the early silencing in the positive controls takes place in a very restricted area, which is less than 5% of the leaf surface and the tissue damage is variable across different leaves, silencing phenotype was evaluated only qualitatively based on silenced spots but not quantitatively (Figure 1). Starting from 3 days and more visibly 5 days after spraying 6/11 of the positive controls with 1.4 ng/μl (0.1 μM) siRNA#164 and 12/12 of the positive controls with 14 ng/μl (1 μM) siRNA#164 showed local silencing spots (Figure 1). On the other hand, none of the samples sprayed with dsRNA-midGFP (0/15), dsRNA-5′GFP (0/9) or water (0/9) showed silencing up to 3 weeks after spraying (Figure 1). In order to understand whether the processed dsRNAs could not induce silencing or the dsRNAs were not processed to siRNAs in the first place, we performed an sRNA-seq experiment.

**FIGURE 1:**
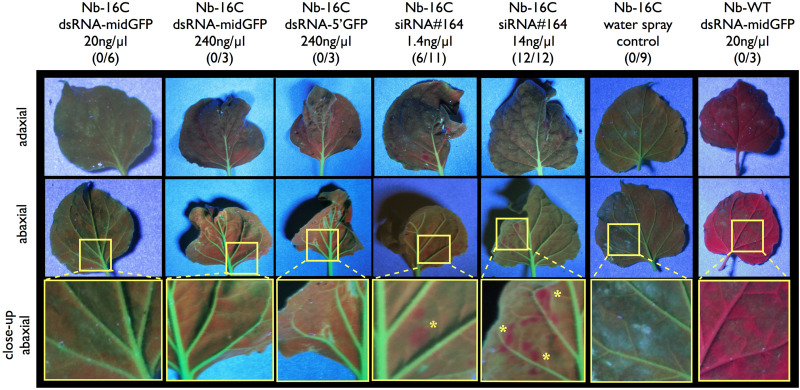
UV-light monitoring of GFP expression after dsRNA and siRNA spraying. Nb-16C plants were sprayed with 20 ng/μl dsRNA-midGFP, 240 ng/μl dsRNA-midGFP, 240 ng/μl dsRNA-GFP5′, 1.4 ng/μl siRNA#164, 14 ng/μl siRNA#164, water only and Nb-WT plants were sprayed with 20 ng/μl dsRNA-midGFP. One to four leaves per plant were sprayed. The three rows show adaxial and abaxial sides of matching leaves, and close up views of abaxial sides, visualized under the UV light, respectively. The area shown in close-up view is shown in yellow rectangle in abaxial view. Nb-WT sample is completely red due to the chloroplasts and Nb-16C samples are green due to the presence of GFP. Only the positive control leaves sprayed with low and high concentration of siRNA#164 showed silencing spots, highlighted with yellow stars in the close-up view. The number of plants showing silencing over the total number of plants treated in given condition is given in parenthesis.

### Small RNA Sequencing

Leaf material from Nb-16C sprayed with water only and with 200 μl of 20 ng/μl dsRNA-midGFP has been collected 5 days post spraying (dps) for small RNA sequencing (sRNA-seq). As control leaf materials, three wildtype (WT) *N. benthamiana* plants sprayed with 200 μl of 20 ng/μl dsRNA-midGFP has been used (WT-ds). Due to the absence of the GFP transgene, WT plants, in contrast to Nb-16C plants, lack the potential to produce RDR6-transcribed secondary dsRNA, which are cleaved into secondary siRNAs by DCLs. Thus, in sprayed WT plants, secondary siRNA cannot accumulate and all the small RNAs matching the GFP sequence must be degradation product of the sprayed dsRNA-midGFP outside the leaf cells. One Nb-16C plant was sprayed with water to see the degradation products endogenously expressed GFP.

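Small RNA libraries of 7 plants were analysed here, 3 from dsRNA-midGFP-sprayed Nb-16C (16C-ds), 3 from dsRNA-midGFP-sprayed wildtype (WT-ds) and 1 from water-sprayed Nb-16C (16C-w). Nb-16C expresses a GFP transgene and wildtype plants do not. Each dsRNA-sprayed plant received 200 μl at 20 ng/μl (0.22 μM), and 2 leaves per plant were collected 5 days after spraying. The spraying pressure is 5 to 6 bar in the paper's methods and 6 bar in the sample labels. The libraries held 7186316, 7511064 and 7375715 total reads in 16C-ds, 8363721, 8824820 and 8434532 in WT-ds and 7718149 in 16C-w. Of these, 3309, 4634 and 3196 reads in 16C-ds, 4621, 3750 and 3680 in WT-ds and 316 in 16C-w were counted on the GFP region of interest. The authors removed the 3′ adapter, mapped the reads to the GFP sequences, counted the reads of each length and the reads covering each position, and averaged the coverage in windows of 10 nt before dividing it by the total reads. The raw counts and the coverage were used as the authors gave them. They do not fully match: in the 6 dsRNA-sprayed libraries, the bases of the counted reads were 1.92 to 6.34 times the summed coverage of the region of interest. Coverage results therefore rest on fewer bases than the counts. Positions on GFP were set by placing the 5′ edge of the coverage over midGFP in WT-ds at position 294. This edge was the first position, searched from position 1100 of the coverage table on, with at least 10 reads in each WT-ds library, and the start of the search was chosen after the coverage had been seen. Coverage was used for the 6 dsRNA-sprayed libraries only, because no coverage column could be matched to 16C-w by its name. Neither the strand nor the length of a read was given by position. With 3 libraries against 3, the smallest p of an exact permutation test is 0.10, and intervals for single counts cover counting error only.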

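GFP reads became rarer with length in the dsRNA-sprayed libraries. Between 17 and 30 nt, each further nucleotide lowered the number of reads by 8.32% to 9.48% in the 3 16C-ds libraries and by 7.99% to 9.71% in the 3 WT-ds libraries. The shortest reads were 2.75 to 3.34 times as frequent as the longest in 16C-ds, and 2.84 to 4.55 times in WT-ds. Pearson's r of the natural logarithm of the count with length was -0.973, -0.979 and -0.976 in 16C-ds replicates 1 to 3, and -0.983, -0.978 and -0.993 in WT-ds replicates 1 to 3. Over the averages of the replicates, r was -0.995 in both groups. A least-squares exponential curve gave R of 0.970 to 0.986 in the 16C-ds libraries and 0.981 to 0.993 in the WT-ds libraries. These correlations run across the 14 lengths of 1 library, and lengths are not independent replicates. In 16C-w, with 184 reads of these lengths, r was -0.597.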

Small RNA sequencing reads mapping to the GFP sequence in the dsRNA-midGFP-sprayed Nb-16C (16C-ds) and the dsRNA-midGFP-sprayed WT (WT-ds) samples exhibited an exponential decay curve resulting in higher read counts of shorter read lengths (*R* > 0.99 for all samples) (Supplementary Figure 2). 

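No read length from 17 to 30 nt passed the test of a difference between 16C-ds and WT-ds. The siRNA sizes made by DCLs are 21, 22 and 24 nt. Reads of 21 nt numbered 225 ± 33.1 (SD, n = 3) in 16C-ds and 256 ± 50.7 (SD, n = 3) in WT-ds, a log2 fold change of -0.18 (standard error 0.24). For 22 nt the numbers were 221 ± 48.0 and 243 ± 33.1, a log2 fold change of -0.14 (standard error 0.24), and for 24 nt they were 169 ± 53.2 and 197 ± 36.5, a log2 fold change of -0.22 (standard error 0.24). The flanking sizes of 20, 23 and 25 nt had log2 fold changes of -0.093, -0.15 and -0.090. At the ends of the range, 17-nt reads had a log2 fold change of -0.13 and 30-nt reads one of -0.0046. All 14 values lay below 0 with raw counts, and with total reads as library size 11 of the 14 were above 0, the exceptions being 24, 27 and 29 nt at -0.013, -0.047 and -0.025. Adjusted p was 0.925 to 0.988 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on raw counts with equal library sizes, and 0 of 14 lengths had an unadjusted p under 0.05 there or in DESeq2. With 1 library left out, the log2 fold change ran from -0.30 to -0.011 at 21 nt, from -0.33 to -0.026 at 22 nt and from -0.50 to -0.051 at 24 nt, with the lowest values in the absence of 16C-ds replicate 2. With raw counts, the 95% confidence intervals reached up to a 1.22-fold increase in 16C-ds at 21 nt, 1.27-fold at 22 nt and 1.20-fold at 24 nt. With total reads as library size, these limits were 1.40-fold, 1.45-fold and 1.38-fold. The intervals pool the spread over the 14 lengths as if lengths were independent. Between replicates, however, totals differed by up to 1.44 times, while length composition gave p = 0.056 to 0.74 in chi-square tests. Lengths of 1 library thus vary together, and the intervals are too narrow to exclude larger increases. With library sizes set from the 14 lengths themselves (TMM), the upper 95% limits of the log2 fold change were 0.14, 0.18 and 0.12 at 21, 22 and 24 nt. These limits concern a length relative to the other lengths, not its amount. In data simulated with counts drawn independently for each length, the test on raw counts recovered 93.7% of lengths raised 2-fold, 30.7% of those raised 1.5-fold and 7% of those raised by 25%. Because the lengths of a real library vary together, these rates do not give the power of the test on these libraries. The sum over all 14 lengths was 2682 ± 577 in 16C-ds and 2948 ± 401 in WT-ds (2-sided exact permutation test, p = 0.5).

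**Figure D1:**
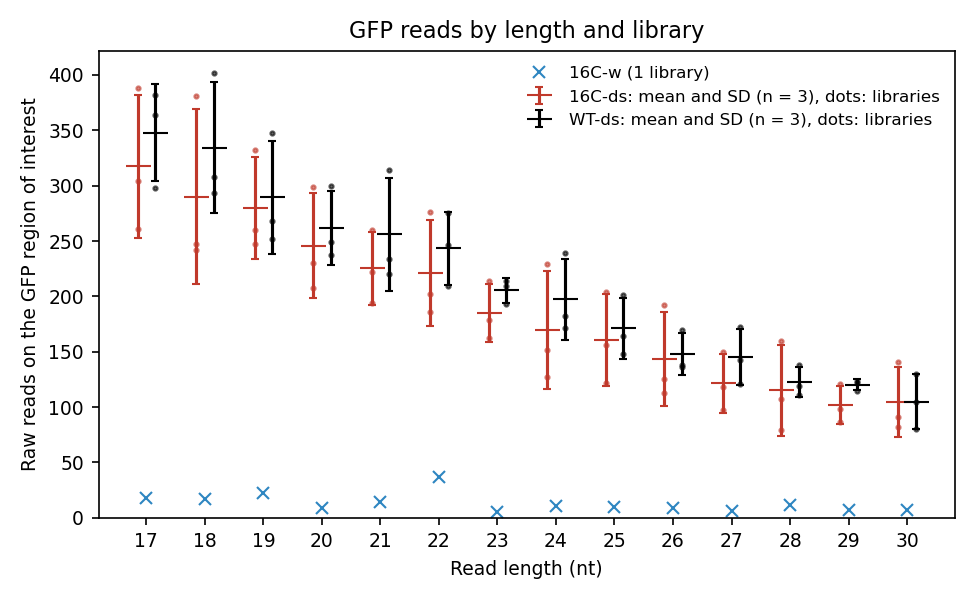
Raw GFP reads (y axis) at each read length in nt (x axis), with dots for the libraries, bars for the mean and SD of 3 libraries per group, and crosses for the 1 library of 16C-w. The 16C-ds and WT-ds libraries overlap at each length, and the highest value of 16C-w is 37 reads, at 22 nt.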

Comparison of the reads of 16C-ds samples with same size reads of WT-ds did not show enrichment of any particular size of sRNAs, suggesting that no secondary siRNA was produced in 16C-ds plants (Figure 2A). 

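Relative to the water-sprayed plant, GFP reads of dsRNA-sprayed plants were more frequent at each of the 14 lengths. The ratio to 16C-w at 21 nt was 16.1 ± 2.37 (SD, n = 3) in 16C-ds and 18.3 ± 3.62 (SD, n = 3) in WT-ds, and at 24 nt it was 15.4 ± 4.83 and 17.9 ± 3.32. The lowest ratio of all lengths was found at 22 nt, with 5.98 ± 1.30 in 16C-ds and 6.58 ± 0.89 in WT-ds, and the highest at 23 nt, with 37.0 ± 5.30 and 41.1 ± 2.19. The ratio was 27.3 ± 5.28 and 29.1 ± 3.72 at 20 nt. The median over the 13 lengths other than 22 nt was 16.1 in 16C-ds and 17.9 in WT-ds. The single 16C-w library held 37 reads of 22 nt, 14 of 21 nt (95% exact Poisson interval 7.65 to 23.5), 11 of 24 nt (5.49 to 19.7) and 5 of 23 nt (1.62 to 11.7), and the SDs above do not contain this error. Over the same kind of interval for the 37 reads, the 22-nt ratio ran from 4.34 to 8.50 in 16C-ds and from 4.77 to 9.34 in WT-ds. Within the dsRNA-sprayed libraries, the 22-nt count was 1.09 ± 0.07 times (16C-ds) and 1.10 ± 0.07 times (WT-ds) a decay curve fitted without 21, 22 and 24 nt, and lay above the curve in 6 of 6 libraries (2-sided exact sign-flip test, unadjusted p = 0.03125, the smallest possible, and 0.094 after Benjamini-Hochberg adjustment over 3 sizes). The same factor was 1.02 ± 0.12 and 1.05 ± 0.07 at 21 nt and 0.989 ± 0.097 and 1.07 ± 0.07 at 24 nt (exact sign-flip tests, p = 0.4375 for each size). In 16C-w, the 22-nt count was 3.27 times its decay curve fitted in the same way (95% exact Poisson interval 2.31 to 4.51). Against the nearest lengths in place of the curve, the mean log2 excess over the 6 libraries was 0.11 at 21 nt (exact sign-flip test, unadjusted p = 0.03125) and 0.055 at 22 nt (exact sign-flip test, unadjusted p = 0.1875). Both sizes then had the geometric mean of 20 and 23 nt as baseline. As reads fell with length, this baseline was too low for 21 nt and too high for 22 nt, so these 2 values cannot decide on an excess. With a quadratic curve the mean log2 excess was 0.041 at 21 nt (exact sign-flip test, unadjusted p = 0.46875) and 0.12 at 22 nt (exact sign-flip test, unadjusted p = 0.03125).

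**Figure D2:**
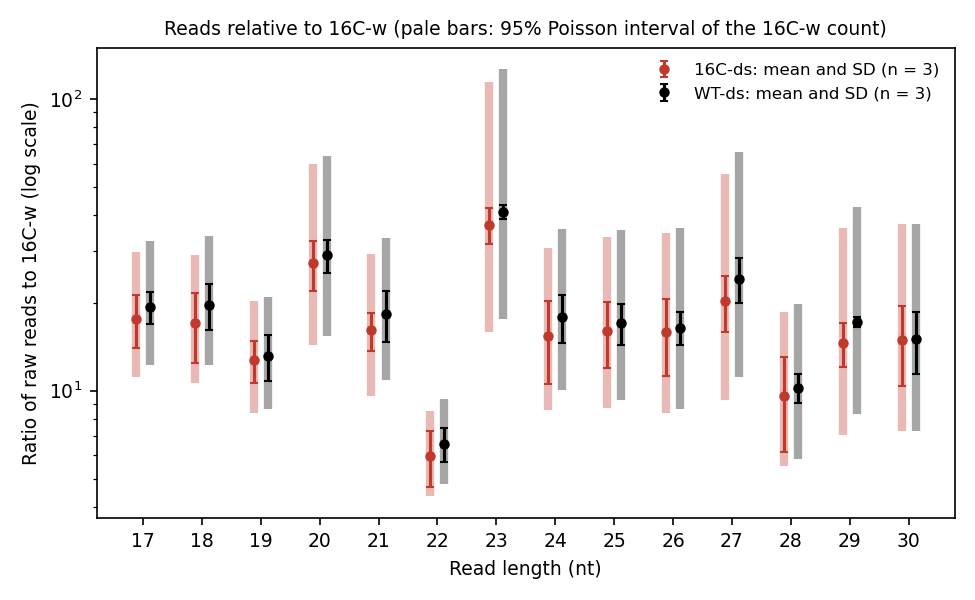
Ratio of raw GFP reads to the 16C-w count on a log axis (y) against read length in nt (x), as mean and SD of 3 libraries per group, with pale bars for the 95% Poisson interval of the 16C-w count. The 22-nt ratio is the lowest and the 23-nt ratio the highest.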

When the reads of 16C-ds and WT-ds samples mapping to the GFP sequence were normalized to 16C-w samples, specific accumulation of 21-nt, 22-nt, or 24-nt RNAs was not detected, suggesting that neither in WT nor in Nb-16C, the sprayed dsRNA-midGFP was processed by DCLs (Figure 2B).

**FIGURE 2:**
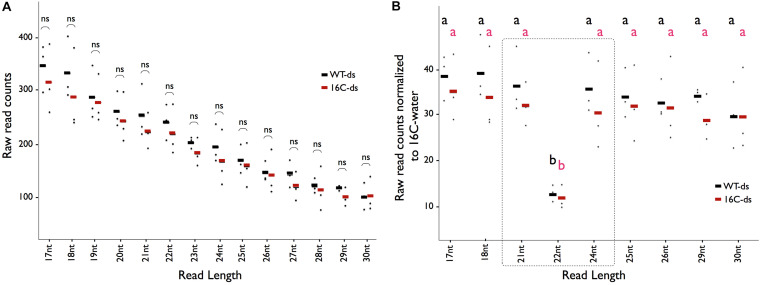
Distribution of sRNAs matching the GFP sequence. **(A)** The average abundance of sRNA-seq reads mapping to the GFP sequence for the given read length (*X*-axis) in WT-ds (black), 16C-ds (red) lines. Each dot represents one biological replicate in the given condition. Student *t*-test shows that there is no significant (ns) enrichment of an sRNA in 16C-ds samples when compared to WT-ds samples. **(B)** The number of reads with specific length mapping to the GFP in 16C-ds (red) and WT-ds (black) samples normalized to 16C-water samples does not show any enrichment of a specific class of sRNA. One-Way ANOVA test shows that there is only depletion of 22nt-long siRNA but no enrichment of sRNAs associated with gene silencing (shown in the dotted square). All data are based on the evaluation of three biological replicates and each dot represents one data point. Significant differences (a and b) were calculated by one-way ANOVA, Bonferroni’s post test *P* < 0.05.

Comparison of normalized read count profiles between WT-ds and 16C-ds in midGFP region reads did not show any major differences, ruling out an amplification of siRNAs even in the presence of GFP target sequence in 16C-ds plants (Figures 3A,B). 

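Reads covered midGFP both with and without a GFP target, and relative to total reads the values of the groups overlapped. With 3 libraries against 3, no p under 0.10 was possible in the test used. The mean normalized read count over positions 294 to 432, per 1000000 total reads, was 28.1 ± 11.8 (SD, n = 3) in 16C-ds and 35.99 ± 4.63 (SD, n = 3) in WT-ds (2-sided exact permutation test, p = 0.4). The libraries gave 38.6, 15.3 and 30.4 in 16C-ds replicates 1 to 3 and 41.02, 31.9 and 35.04 in WT-ds replicates 1 to 3. The profile had its highest point in the 3′ part of midGFP in each library, at positions 385, 379 and 381 in 16C-ds and 386, 387 and 387 in WT-ds. The value there was 53.9 ± 22.3 in 16C-ds and 70.4 ± 10.5 in WT-ds (exact permutation test, p = 0.4). At the first position of midGFP the normalized read count was 3.28 to 8.70 in 16C-ds and 5.85 to 8.26 in WT-ds, and at the last it was 2.01 to 6.68 and 1.75 to 2.18. Each value averages the 10 nt that start at the position given. Peak positions are thus window starts, and the values at the last position include coverage 3′ of midGFP. Replicate 2 of 16C-ds gave the lowest value of the group, and without it the log2 ratio of 16C-ds to WT-ds was -0.062 in place of -0.36. Without replicate 1 of 16C-ds, the highest of the group, it was -0.66 and each 16C-ds library lay below each WT-ds library (exact permutation test, p = 0.1, the smallest possible). By read count, however, 16C-ds replicate 2 had the most GFP reads of 17 to 30 nt in its group, at 446 per 1000000 total reads against 330 and 315. This conflict between read counts and coverage was not resolved.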

More importantly, a very characteristic indication of siRNA production is transitivity, which appears as phased siRNAs mapping to the adjacent sites of the target sequence on both strands. However, when sRNAs mapping to the 5′ and 3′ neighboring regions of midGFP were investigated in 16C-ds samples, there was clearly no accumulation of phased siRNAs outside of midGFP area, ruling out secondary siRNA-mediated transitivity (Figure 3C and Supplementary Figure 3). 

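Outside midGFP, reads were spread thinly along GFP in 16C-ds and were nearly absent from WT-ds, apart from 1 site. On the 3′ side, from position 473 to the end of the sequence covered, the mean normalized read count per 1000000 total reads was 1.40 ± 0.57 (SD, n = 3) in 16C-ds and 0.054 ± 0.025 (SD, n = 3) in WT-ds, and each 16C-ds library lay above each WT-ds library (2-sided exact permutation test, p = 0.1, the smallest possible). On the 5′ side, up to position 253, it was 16.6 ± 11.3 in 16C-ds and 30.1 ± 11.6 in WT-ds (exact permutation test, p = 0.3). These 5′ values are dominated by the site at positions 164 to 187, the match of the siRNA#164 positive control, where the mean was 625 ± 431 in 16C-ds and 1167 ± 453 in WT-ds (exact permutation test, p = 0.3). Over positions 188 to 253 alone, a choice made after seeing the data, the 5′ value was 1.80 ± 0.90 in 16C-ds and 0.000121 ± 0.000209 in WT-ds (exact permutation test, p = 0.1). Within the region of interest, also chosen after seeing the data, the mean over both flanks was 0.0625 ± 0.0077 of the midGFP mean in 16C-ds and 0.0022 ± 0.0008 in WT-ds. Over the full flanks, as planned and with the site at positions 164 to 187 included, this ratio was 0.36 ± 0.15 in 16C-ds and 0.53 ± 0.14 in WT-ds (exact permutation test, p = 0.3). The 40 positions next to midGFP on each side were left out. Phasing and strand could not be examined from the coverage. From the absence of phased siRNAs and of antisense reads outside midGFP, the paper concludes that no secondary siRNA-mediated transitivity took place. It attributes the sense reads there to degraded GFP transcript, because 16C-w has them too.

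**Figure D3:**
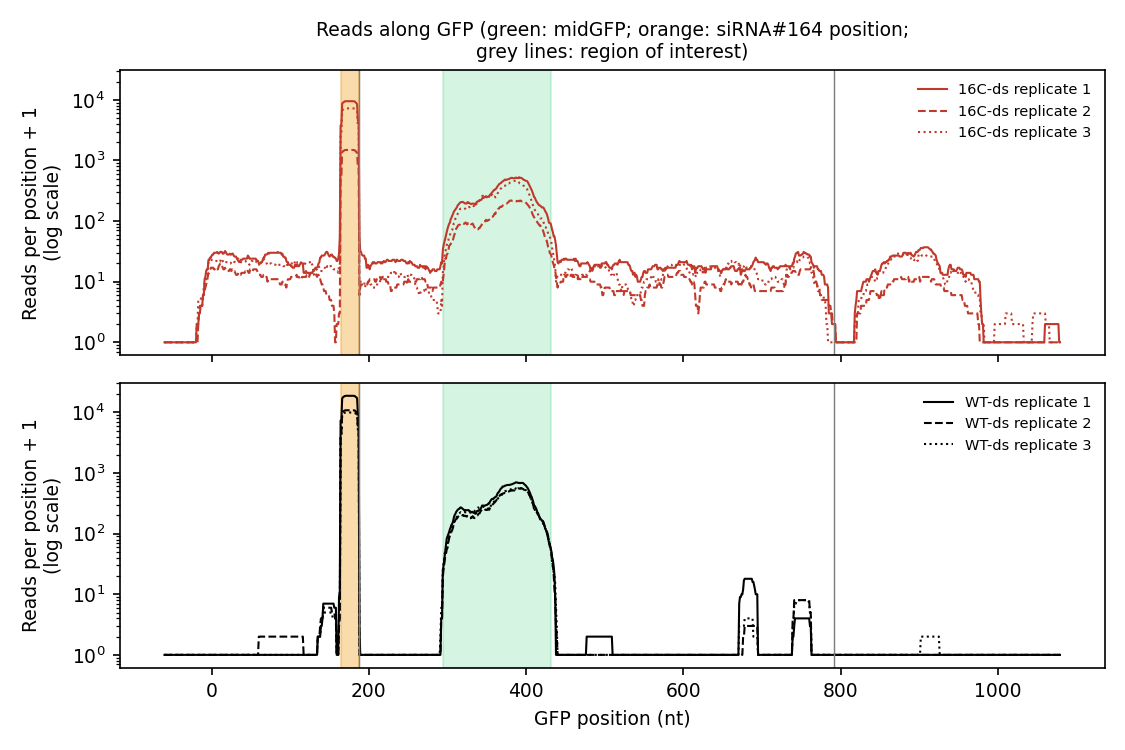
Reads per position plus 1 on a log axis (y) along GFP position in nt (x) for the 3 libraries of 16C-ds (top) and of WT-ds (bottom), with midGFP in green, the siRNA#164 position in orange and the region of interest between grey lines. The 16C-ds libraries have a low level along GFP that the WT-ds libraries lack, and both groups peak at positions 164 to 187.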

The sRNAs mapping to the GFP sequence outside of midGFP area were simply degradations products of endogenous GFP as they were observed in water sprayed 16C (16C-w) samples (Figure 3C).

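Plants with the GFP transgene had reads in both stretches of the region of interest outside midGFP. In raw coverage, 16C-ds replicates 1 to 3 had means of 21.3, 8.74 and 10.12 reads per position between 188 and 253, and of 16.8, 8.11 and 12.9 reads between 473 and 792. WT-ds replicates 1 to 3, which lack the transgene, had means of 0.030, 0 and 0 in the first stretch and of 1.30, 0.594 and 0.628 in the second. The coverage of 16C-w was not analysed here. Its 184 GFP reads of 17 to 30 nt corresponded to 23.8 per 1000000 total reads, against 330, 446 and 315 in 16C-ds replicates 1 to 3, where midGFP is included.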

**FIGURE 3:**
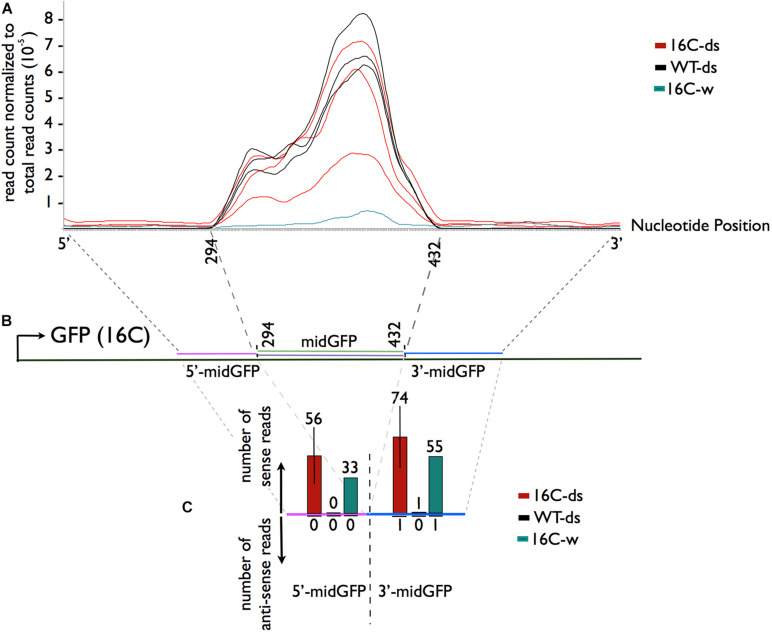
Sequence specific distribution of sRNAs. **(A,B)** SRNA reads mapping to the midGFP region and to the 5′ (magenta) and 3′ (blue) regions flanking the midGFP sequence regardless of the direction were normalized to the total read counts. There is no enrichment of 16C-ds reads over the WT-ds reads in the midGFP region, suggesting that there is no further amplification of the sRNAs in the presence of GFP transcript in 16C-ds. **(C)** The average raw read counts in the neighboring regions were shown to analyze transitivity. There are no anti-sense reads accumulating in 16c-ds samples outside of the sprayed area (downward arrow). The reads matching to the sense strand are degradation products of the GFP transcript, as they can be observed in 16-w sample but not WT-ds samples (upward arrow).

## Discussion

In the face of climate change, current public opinion on the commercialization of transgenic plants, and regulatory restrictions on conventional pesticides, exogenous dsRNA-based applications gain further importance for pest control including viruses. However, the presence of an intact cell wall makes the delivery of dsRNAs into the plant cells challenging. In recent studies it has been claimed that naked dsRNAs can be taken up by intact leaf cells by foliar spraying or by simply spreading it by a brush. The dsRNAs delivered to plants subsequently led to transgene silencing and viral resistance. However, due to the fact that no siRNAs could be detected by sRNA-seq upon dsRNA treatment, the precise nature of the mode of action of exogenous dsRNA remains elusive (Mitter et al., 2017a). Therefore, in this study, we addressed the effectiveness of dsRNA delivery into mature plant leaves and analyzed if the dsRNA is processed into siRNAs by combining sRNA-seq and our well-established high-pressure spraying protocol in *N. benthamiana*.

For qualitative silencing analysis by visualizing GFP expressing plants under UV light, we used up to 26-times higher concentration of 139-nt dsRNA and 11 times higher concentration of 322nt dsRNA when compared to the 22-nt siRNA, which was sprayed as a low-concentration positive control (1.4 ng/μl). Considering that one molecule of 139nt dsRNA can be processed into 6 phased molecules of 22-nt siRNAs and 322nt dsRNA into 14 phased sRNA molecules of 22-nt siRNA, the effective dsRNA molarities were roughly 150 times more than the low concentration positive control siRNA. Yet, only the spraying of 22-nt siRNAs led to GFP transgene silencing in Nb-16C (Figure 1).

For sRNA-seq, 200 μl of 20 ng/μl (0.22 μM) dsRNA-midGFP was used for spraying three 16C and three WT *N*. *benthamiana*. At the initial step of RNAi, DCLs process dsRNAs into 21-, 22-, or 24-nt long distinct siRNAs. However, sRNA-seq showed the distribution of these particular sRNAs in 16C-ds and WT-ds was almost uniform when compared to the 16C-w with the exception of significantly lower 22-nt long siRNAs (Figure 2B). 

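The 22-nt share of GFP reads of 17 to 30 nt was higher in the water-sprayed plant than in the dsRNA-sprayed libraries, whose groups did not differ by more than their spread. It was 8.26 ± 0.43% (SD, n = 3) in 16C-ds and 8.26 ± 0.54% (SD, n = 3) in WT-ds (2-sided exact permutation test, p = 0.9). In 16C-w it was 20.1% (95% Clopper-Pearson interval 14.6% to 26.6%), outside the intervals of the 6 dsRNA-sprayed libraries, which together range from 6.78% to 9.99%. The 21-nt share was 8.50 ± 0.94% in 16C-ds, 8.64 ± 0.51% in WT-ds and 7.61% in 16C-w (4.22% to 12.4%). For 24 nt it was 6.24 ± 0.70%, 6.67 ± 0.45% and 5.98% (3.02% to 10.4%). The 16C-w shares rest on 1 library.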

Since the whole leaf was used for sRNA extraction, this suggests that the initial step of RNAi upon dsRNA-midGFP spraying took place neither in the high-pressure (central) nor in the low-pressure sprayed areas (peripheral).

The RNAi machinery has the potential to amplify the plant defense by producing secondary siRNAs through RDR6 activity in the presence of a target complementary sequence, which in this case, is the GFP. Comparing WT-ds and 16C-ds samples allowed us to separate the contribution of the primary siRNAs, which are direct cleavage products of the sprayed dsRNA-midGFP, and secondary siRNAs, which are derive from cleavage products of the RDR6 transcribed secondary dsRNA-midGFP. However, this comparison showed that the presence of GFP target in 16C-ds sample did not increase the production of secondary siRNAs. Moreover, secondary siRNAs display transitivity and thus they map to the regions outside of the trigger dsRNA region. Previously, transitive secondary siRNAs were detected 6 days post agrobacterium mediated infiltration on 16C plants (Dalakouras et al., 2019). Therefore, we focused on early establishment of transitivity at 5 dps in this work. However, we couldn’t detect any sRNAs mapping to the complementary strand outside of the dsRNA-midGFP area (Figure 3C and Supplementary Figure 3). SRNAs mapping to the leading strand of the GFP in 16C-ds samples were detectable. However, these sRNAs derived from degradation of the GFP mRNA, since they were also present in the 16C-w sample.

In addition, the ratio of the longer reads (>24 nt) to shorter reads (<25 nt) was significantly higher outside of the dsRNA-midGFP area when compared to the dsRNA-midGFP area (Supplementary Figure 4). This observation suggests that the degradation of the exogenously delivered dsRNA differs significantly from degradation of the endogenous GFP mRNA.

Previous studies showed transgene silencing *via* dsRNA application in *A. thaliana* but we have not observed this phenomenon in *N. benthamiana* (Mitter et al., 2017b; Dubrovina et al., 2019). One possible explanation is that differences in the anatomy of the leaves and structure of the cell wall between *A. thaliana* and *N. benthamiana* led to contradictory results. However, in the same line with our results, the absence of siRNAs after bioclay-associated dsRNAs delivery in *Nicotiana tabacum* suggests that dsRNA-based transgene silencing, as well as plant protection against pests and viruses may be an indirect effect of the dsRNA.

Despite being a promising approach for plant protection, the mechanisms underlying the effect of exogenous dsRNA application on viral resistance, pest control, and transgene silencing remain controversial and elusive. However, successful applications of new generation adjuvants, e.g., carbon dots are promising approaches for improving dsRNA delivery and efficient pest control in the near future.

## Materials and Methods

### Synthesis and Purification of dsRNA

The 139bp-long GFP-mid fragment was amplified using the GFP139-F (*TAATACGACTCACTATAGGGAGA*gtcgacTATGA AGCGGCACGACTTCT) and the GFP139-R (*TAATACGACT CACTATAGGGAGA*gagctcGATCCTGTTGACGAGGGTGT) primers, both containing a 23 bp long *T7 promoter* and a *Sal*I (5′ end, GFP139-F) and *Sac*I (3′ end, GFP139-R) recognition sequences. The 322bp-long GFP-5′ fragment as amplified using GFP5′-F (*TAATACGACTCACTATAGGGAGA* ATGAAGACTAATCTTTTTCTCTTT) and GFP5′-R (TAATA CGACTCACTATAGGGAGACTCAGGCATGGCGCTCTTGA) primers, both containing the 23bp-long *T7 promoter.*

Both PCR products (200 ng) were used as a template to produce dsRNA using the MEGAscript^®^ RNAi Kit^1^ according to manufacturer’s instructions. DNA template and single stranded RNAs were digested with DNaseI and RNase (provided by the kit) for 1 h. dsRNA was purified using a filter cartridge (provided by the kit) and eluted in 10 mM Tris–HCl buffer containing 1 mM EDTA (pH = 7.0). In six reactions, 358.4 μg of dsRNA-midGFP was produced in total (33.4, 36.7, 36.1, 35.3, 99.1, and 117.8 μg). 227.0 μg of dsRNA-GFP-5′ was synthesized in three reactions combined (80.6, 30.7, and 115.7 μg).

### High-Pressure Spraying

For each plant, 200 μl of aqueous dsRNA solutions at given concentrations were sprayed from a 0.5–1 cm distance at the abaxial surface of leaves with an airbrush pistol (CONRAD AFC-250A, 0.25 mm nozzle)^2^ and at a pressure of 5–6 bar provided by the METABO Elektra Beckum Classic 250 compressor^3^. 10–12 cm tall *N. benthamiana* wildtype and Nb-16C plants were sprayed with dsRNA and as a control Nb-16C plants were sprayed with water, using the same airbrush type. Each treatment was conducted with a separate airbrush to avoid cross contamination. 11 Nb-16C plants were sprayed with 1.4 ng/μl siRNA#164, 12 plants were sprayed with 14 ng/μl siRNA#164, three plants with 10 ng/μl dsRNA-midGFP, six plants with 20 ng/μl dsRNA-midGFP, three plants with 200 ng/μl dsRNA-midGFP, three plants with 240 ng/μl dsRNA-midGFP, three plants with 24 ng/μl dsRNA-5′GFP, three plants with 48 ng/μl dsRNA-5′GFP, three plants with 240 ng/μl dsRNA-5′GFP, nine plants only with water for monitoring silencing under UV-light. For each plant, 1–4 leaves and one apical meristem bud were sprayed.

### RNA Extraction and Small RNA Sequencing

Two leaves per plant from three Nb-16C plants and three Nb-WT plants, sprayed with 20 ng/μl dsRNA-midGFP and two leaves from one Nb-16C sprayed with water were harvested for RNA 5 dps using the mirVana miRNA extraction kit (see text footnote 1) according to manufacturer’s instructions. For 16C-ds and WT-ds, three biological replicates were sequenced and evaluated for the experiments and one 16C-w sample was sequenced for normalization purposes (Figures 2B, 3C). 250 ng of RNA per sample was used in library preparation and small RNA libraries were prepared by GenXPro GmbH using the TrueQuant SmallRNA Seq Kit according to the manual of the manufacturers (GenXPro GmbH, Germany). The libraries were sequenced on an Illumina NextSeq500 instrument using 75 cycles of sequencing. sRNA-seq quality control was performed by plotting the read counts of sRNAs longer than 16 bp and shorter than 30 bps. 

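Reads of 24 nt, the size class of most heterochromatic siRNAs, made up a sizeable part of each library. Their number, obtained by dividing the authors' moving average by its 24-nt-normalized form, was 738579, 975461 and 891833 in 16C-ds replicates 1 to 3 and 948166, 1427924 and 1364742 in WT-ds replicates 1 to 3. This was 11.8 ± 1.38% (SD, n = 3) of total reads in 16C-ds and 14.6 ± 2.80% (SD, n = 3) in WT-ds (2-sided exact permutation test, p = 0.3). The number of 21-nt reads of the libraries was not analysed here.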

The accumulation of 24-nt long and 21-nt long sRNAs in both Nb-16C and Nb-WT show that the sequencing quality is good and consistent among different samples (Supplementary Figure 5).

### Bioinformatic Analysis

Small RNA sequencing reads in FASTQ files are used to filter out the 3′ sequencing adapter and quantified FASTA files are obtained. FASTA reads are mapped to the 16C-GFP and midGFP sequences and number of reads per region of interest is measured (Philips et al., 2017). TABLET software was used for qualitative analysis of the data and graphical representation of the mapped sRNA reads (Milne et al., 2013; Supplementary Figure 3). Total read counts and mapped read counts are given in Table 1.

**TABLE 1:** Samples analyzed by sRNA-seq, the total read numbers and specific reads of specific sized mapping to the region of interest of GFP, indicated in Figure 2.

Sample name	Total number of reads	Reads matching to the ROI	20nt-long	21nt-long	22nt-long	23nt-long	24nt-long	25nt-long
16C-ds_1	7186316		208	194	186	162	152	156
16C-ds_2	7511064		299	260	276	214	229	204
16C-ds_3	7375715		230	222	202	179	127	122
WT-ds_1	8363721		300	314	275	214	239	201
WT-ds_2	8824820		237	234	246	209	171	164
WT-ds_3	8434532		249	220	209	193	182	148
16C-w	7718149		9	14	37	5	11	10

### SRNA-Seq Quantification and Normalization

The comparison of siRNAs mapping to the GFP was done based on raw read counts without any normalization (Figure 2A). The enrichment analysis of siRNAs of the given sizes was performed by dividing the raw read count numbers mapping in 16C-ds and WT-ds to 16C-w (Figure 2B). The normalized read count at a given position and sample is calculated by the average read count in a sliding window of ten nucleotides divided by the total read count of the given sample (Figure 3).

However, there are no established protocols for normalization for quantifying the efficiency of dsRNA processing into siRNAs upon HPSP. Considering that the amount of dsRNA on the leaf surface may alter by the fluctuations in the pressure, the angle, the distance, and the duration of spraying an optimal normalization approach reflecting the efficiency of dsRNA processing into siRNA is lacking. Therefore, additional normalization tests were performed (Supplementary Figure 6). 

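The midGFP comparison was also made with normalizers taken from the RNAi machinery itself. miR159 is a conserved plant microRNA and gave 15625, 19092 and 19979 reads in 16C-ds replicates 1 to 3 and 18187, 24418 and 25506 in WT-ds replicates 1 to 3. These were 0.247 ± 0.027% (SD, n = 3) of total reads in 16C-ds and 0.266 ± 0.044% (SD, n = 3) in WT-ds (2-sided exact permutation test, p = 0.5). Divided by miR159 reads, the midGFP mean had a log2 ratio of 16C-ds to WT-ds of -0.26 (exact permutation test, p = 0.5). Divided by all 24-nt reads, the log2 ratio was -0.059 (exact permutation test, p = 1), and without any normalization it was -0.58 (exact permutation test, p = 0.1). These ratios include 16C-ds replicate 2, whose low coverage conflicts with its read count. For counted GFP reads of 17 to 30 nt, the log2 ratio was -0.14 without normalization, 0.13 per miR159 and 0.31 per 24-nt reads (exact permutation tests, p = 0.5, 0.8 and 0.4).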

For a functional normalization, we took the reads mapping to miR159 as a reference, because miR159 is also processed by RNAi machinery that is also involved in the cleavage of dsRNA (Supplementary Figure 6A). In addition, we used all 24-nt long-reads as a global functional normalization reference for each sample (Supplementary Figure 6B) as most of 24-nt reads are also products of RNAi machinery.

### Statistical Analysis

Pairwise comparisons between same length reads counts of 16C-ds and WT-ds was performed by student *t*-test with significance cut-off of *p* < 0.05 (Figure 2A). Statistical comparison among multiple normalized read counts of 16C-ds and WT-ds has been performed with One-Way ANOVA test with Bonferroni post-test *p* < 0.05 (Figure 2B). The comparison of degradation products of exogenous and endogenous RNAs has been done with Fisher’s Exact Test (Supplementary Figure 4).

### Ultraviolet (UV) Monitoring

Green Fluorescence Protein fluorescence of Nb-16C plants was monitored using the Black-Ray B-100 UV Lamp^4^. At least three plants per treatment were analyzed. The photos are taken by Canon EOS700D (18–55 mm), aperture priority mode (*A* = 10).

## Data Availability Statement

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE160110 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160110).

## Author Contributions

VVU, GK, and MW conceived the experiments and wrote the manuscript. VVU and AB conducted the experiments. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 www.thermofisher.com

2 www.conrad.de

3 www.metabo.com

4 www.fishersci.de

## Supplementary Material

Supplementary Figure 1 DsRNA integrity after high pressure spraying. DsRNA-midGFP shows no indication for degradation and dissociation of the sense and antisense stands after spraying with a six bar pressure [lane (3)]. High-pressure sprayed dsRNA-midGFP was melted at 95°C for 4 min and rapidly cooled-down to show the gel electrophoresis pattern of dissociated sense and antisense strands [lane (4)]. The banding patterns indicated that the high-pressure sprayed dsRNA-midGFP [lane (3)] is composed of dsRNA just like, not sprayed dsRNA-midGFP [lane (2)] rather than ssRNA [lane (4)]. Low-range RNA ladder is loaded to lane (1).

Supplementary Figure 2 Exogenous dsRNA decay. The exponential decay curve of the average sRNA-seq reads of WT-ds (black line) and 16C-ds (red line) mapping to the GFP sequence. Both graphs are exponential with very high *R* value, in consistent with the lack of sRNAs of specific sizes such as 21, 22, and 24nt. Raw read counts are used as in Figure 2.

Supplementary Figure 3 Strand Specific Distribution of sRNAs. SRNA reads mapping to the midGFP region and to the 5′ (magenta) and 3′ (blue) regions flanking the midGFP sequence are shown. The reads aligning to the sense strand are shown in green and reads mapping to the antisense strand are show in purple. All three sequence samples (biological replicates) from 16C-ds to WT-ds are plotted. Antisense strand reads only match to the midGFP sequence. The graphical representations are screenshots obtained by TABLET software (Milne et al., 2013).

Supplementary Figure 4 Size distribution of the sense sRNAs mapping to the GFP within and outside of the midGFP area in 16C-ds. sRNAs mapping to sense midGFP sequence are predominantly shorter than 25-nt. These sRNAs possibly originate from the dsRNA-midGFP degradation on the leaf surface. However, when the midGFP area is excluded, the rest of the sense sRNA reads derived from the degradation of the GFP mRNAs are enriched for reads longer than 24-nt (<24 nt). All data are based on the evaluation of three biological replicates normalized to the <24-nt counts. The statistical comparison is performed by Fishers exact Test (*p* < 0.05).

Supplementary Figure 5 Quality control of the sRNA-seq experiment. The percent of the reads (*Y*-axis) of the given read length (*X*-axis) are plotted. There is a clear enrichment of 24nt-long and 21nt-long sRNAs in both WT-ds and 16C-ds, ensuring the quality of the sRNA-seq for sRNA analysis.

Supplementary Figure 6 Alternative normalization scheme for sRNA-analysis. **(A)** the reads matching to the midGFP area and the neighboring sites are normalized with respect to the miRNA159 level. miRNAs are also processed by the RNAi machinery, this normalization scheme is used as a functional normalization. **(B)** the reads matching to the midGFP area and the neighboring sites are normalized with respect to the total 24nt-long sRNA abundance. 24nt-long sRNAs are mostly also processed by RNAi machinery, therefore, this normalization scheme is used an alternative global functional normalization.

How the deposited data were processed for this re-analysis (not part of the article)

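Small RNA reads matching GFP were measured in 3 libraries of dsRNA-midGFP-sprayed Nb-16C (16C-ds), 3 of dsRNA-midGFP-sprayed wildtype (WT-ds) and 1 of water-sprayed Nb-16C (16C-w). According to the paper and the submitters' processing notes, which name Bowtie2 and SAMtools without a version, the authors removed the 3′ adapter, mapped the reads to the GFP sequences and counted them. The authors deposited raw counts of reads per length on the GFP region of interest and, as a signal per position, the raw coverage, its moving average over 10 nt and this average divided by the total reads, by miR159 reads or by all 24-nt reads of the library. The 42 counts of Table 1 equalled those of the read length table in all 42 cells, and a second sheet repeated the counts in 42 of 42 cells compared. The moving average equalled a forward window of the raw coverage at each of the positions compared. The total reads recovered from the normalized coverage equalled Table 1. 10 columns of per-sample values had no library name that matched a sample, and they were not used. For that reason no coverage of 16C-w was analysed. Columns whose scaling the tables do not explain were not used either.

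The coverage runs over 1931 positions. GFP positions are these minus 852, which puts the first position from 1100 on with at least 10 reads in each WT-ds library at GFP position 294. The start at 1100, which lies 3′ of the coverage at GFP positions 164 to 187, was chosen after the coverage had been seen. The 5′ flank is positions -851 to 253 and the 3′ flank positions 473 to 1079, after leaving out 40 positions next to midGFP. Counts per length were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, equal library sizes, no dispersion trend, Benjamini-Hochberg over 14 lengths), and DESeq2 1.42.0 was used as an alternative. The test was also run on simulated data with known changes, in which the counts of each length were drawn independently. Other values were computed with Python 3.11.15 and scipy 1.17.1 and compared by 2-sided exact permutation tests, or by exact sign-flip tests over 6 libraries. Single counts have exact Poisson intervals and shares have Clopper-Pearson intervals, both at 95% and for counting error only. The files used here give neither strand nor length by position, so antisense reads in the flanks and the ratio of longer to shorter reads inside and outside midGFP were not analysed, nor was the 21-nt share of all reads.

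Tests, comparisons, alternatives and the lengths and positions to be named were fixed before the data were examined, with the counts of Table 1 already seen. The rule named 21, 22 and 24 nt, their neighbours 20, 23 and 25 nt, the ends 17 and 30 nt, the lengths with the highest and lowest ratio to 16C-w, the ends and peak of midGFP, and the ends of the sequence covered. The alternatives left out each replicate in turn, took the replicate number as a block, or changed library size, tool, length range, curve, denominator or region. The replicates are separate plants. The GFP read totals of replicates of 1 group differed by 1.02 to 1.44 times.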

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

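The tests in this part were chosen after the results they bear on had been seen. The coverage holds a block at GFP positions 164 to 187, outside midGFP and directly 5′ of the region of interest, which the paper's text does not mention; the pictures of its supplementary figures were not examined. Its highest coverage was 9501, 1492 and 7234 reads in 16C-ds replicates 1 to 3 and 18817, 10859 and 9979 reads in WT-ds replicates 1 to 3, against mean midGFP coverages of 115 to 344 reads. A transcript of the transgene as the source is argued against by WT-ds, which lack GFP and had 1.87 times the normalized read count of 16C-ds over the block. Carry-over of dsRNA-5′GFP is argued against by the other positions from 1 to 253, whose mean coverage in WT-ds was 0.0043% of that of the block. Carry-over of the siRNA#164 positive control, which matches these positions, stays open as a candidate explanation, since in 6 of 6 libraries more than 100 reads covered each of positions 164 to 187 and no other position within 15 nt, with the largest rise at 166 and the largest fall after 187; where it would have entered was not tested, and the paper states that separate airbrushes were used.

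Coverage also appeared downstream of the GFP coding sequence, from position 833 on, in plants with the transgene. Its mean was 12.0, 4.09 and 10.3 reads per position in 16C-ds replicates 1 to 3, and 0, 0 and 0.097 in WT-ds replicates 1 to 3.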

How the results depend on the processing

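Alternatives added after the data were seen were the flanks within the region of interest, the flanks without positions 155 to 187 and shifts of midGFP by 2 positions. No length passed the threshold in edgeR or DESeq2 under any alternative, by unadjusted p up to 3 of 14 lengths without 16C-ds replicate 2, where 24 nt had an unadjusted p of 0.0132 and an adjusted p of 0.185 in edgeR. The 6 libraries make 10 splits, too few for a share under 0.05: the real split gave 0 lengths and the highest of the others 9, where the 3 libraries with the most GFP reads (16C-ds replicate 2, WT-ds replicates 1 and 2) stood against the rest, so that this split follows the read totals. With the replicate block the log2 fold change at 22 nt was -0.15 and no call changed. Across the lengths, deviations of same-numbered libraries correlated at -0.016, -0.51 and -0.13. Such correlations leave out shifts of a whole library, so they cannot decide whether the numbers pair the libraries.

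Log2 fold changes turned positive without passing the threshold, at 11 of 14 lengths with total reads as library size, 7 with TMM, 8 with DESeq2 size factors and up to 6 with 1 replicate left out. Among the lengths named, with total reads they were 0.082, 0.12, 0.026, 0.074, 0.062, 0.12 and 0.20 at 17, 20, 21, 22, 23, 25 and 30 nt. With TMM they were 0.0012, 0.041, 0.042 and 0.12 at 17, 20, 25 and 30 nt, and with DESeq2 size factors 0.011, 0.056, 0.0077, 0.053 and 0.14 at 17, 20, 22, 25 and 30 nt. Leaving out 1 replicate gave -0.26 to 0.016 for the log2 fold change at 20 nt, -0.30 to 0.074 for the log2 fold change at 25 nt, -0.28 to 0.18 for the log2 fold change at 30 nt, -0.040 to 0.053 for the log2 ratio of the 22-nt share, -0.13 to 0.024 for the log2 ratio of the excess at 21 nt, 0.10 to 0.14 for the mean log2 excess at 22 nt and -0.056 to 0.043 for the log2 ratio of the excess at 22 nt. The other log2 fold changes named also depended on single libraries. Each was lowest without 16C-ds replicate 2, at -0.30, -0.30, -0.33, -0.27 and -0.50 for 17, 21, 22, 23 and 24 nt. They were highest at -0.0083 and -0.051 for 17 and 24 nt without 16C-ds replicate 3, -0.026 and -0.063 for 22 and 23 nt without 16C-ds replicate 1 and -0.011 for 21 nt without WT-ds replicate 1. The log2 ratio of total GFP reads, -0.14 with all libraries, was -0.33 without 16C-ds replicate 2 and -0.020 without WT-ds replicate 1. The log2 ratio of total GFP reads became 0.073 per total reads, 0.13 per miR159 and 0.31 per 24-nt reads (exact permutation tests, p = 0.6, 0.8 and 0.4). That of the 22-nt share over 20 to 25 nt became 0.0037. The mean r of the decay was -0.931 over 20 to 25 nt. With nearest lengths in place of the curve, the log2 excess was 0.11 at 21 nt, where unadjusted p fell under 0.05, and 0.055 at 22 nt, where it no longer did. For both sizes the nearest lengths were 20 and 23 nt, a baseline that raises the value at 21 nt and lowers that at 22 nt when reads fall with length. With a quadratic curve the log2 excess was 0.041 at 21 nt and 0.12 at 22 nt. The 22-nt p over the curve was 0.094 when adjusted, and with 1 library left out no p under 0.0625 is possible. The cause of the other changes was not tested.

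Ratios to 16C-w in 16C-ds and WT-ds with the lower Poisson end as denominator were 29.4 and 33.4 at 21 nt, 8.50 and 9.34 at 22 nt and 30.8 and 35.9 at 24 nt. With the upper end they were 9.59 and 10.9, 4.34 and 4.77, and 8.60 and 10.0. With the 16C-w curve fitted without 22 nt alone they were 19.2 and 21.1 at 22 nt. Without positions 155 to 187, those of siRNA#164 and the windows that reach them, the 16C-ds minus WT-ds difference turned from -13.5 to 0.50 for the 5′ flank and from -0.17 to 0.029 for the flank to midGFP ratio. With these positions kept, the differences were -7.24 and -0.086 without 16C-ds replicate 2 and -6.75 and -0.092 without WT-ds replicate 1. Within the region of interest, which leaves out further positions, and with all libraries, they were 1.80 and 0.060. For the other results and named lengths, the alternatives run kept the direction. Ratios to 16C-w by miR159 or 24-nt reads were not run, since these numbers were not analysed for 16C-w.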

Differences from the paper's values

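The paper's ratios to 16C-w in Fig. 2B, read by eye, were above those computed here at each of the 9 lengths it shows. At 17 nt they were about 39 in WT-ds against 19.3 here and about 35 in 16C-ds against 17.6. At 18 nt they were about 39 against 19.7 and about 34 against 17.1. At 21 nt they were about 37 against 18.3 and about 32 against 16.1. At 22 nt they were about 13 against 6.58 and about 12 against 5.98. At 24 nt they were about 36 against 17.9 and about 31 against 15.4. At 25 nt they were about 34 against 17.1 and about 32 against 16.1. At 26 nt they were about 33 against 16.4 and about 32 against 15.9. At 29 nt they were about 34 against 17.2 and about 29 against 14.6. At 30 nt they were about 30 against 15.0 and about 30 against 15.0. Multiplied by 2, the values computed here for WT-ds are 38.7, 39.3, 36.6, 13.2, 35.9, 34.2, 32.9, 34.4 and 30.0, and for 16C-ds 35.3, 34.1, 32.2, 12.0, 30.8, 32.1, 31.9, 29.1 and 29.9, in the same order of lengths. The difference is thus close to a constant factor of 2 at each of the 9 lengths, and its cause was not tested. Of the alternatives set before the data were examined, the lower Poisson end of the 16C-w count brought 18 of 18 ratios within 1.5 times the paper's. Counts relative to total reads, the 16C-w curve without 22 nt and the upper Poisson end brought 0 of 18. The lower Poisson end did not follow the paper's values evenly, with 42.8 against about 34 at 29 nt and 9.34 against about 13 at 22 nt in WT-ds. The paper's 16C-w counts of 20 to 25 nt equal those used here, so their counting error cannot give the difference at these lengths.

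The paper states R above 0.99 for the exponential decay in all samples, and the legend of Supplementary Figure 2 describes the curves of the averages of WT-ds and of 16C-ds. Over these averages, the absolute value of r here was 0.995 in 16C-ds and 0.995 in WT-ds, and R of a least-squares curve was 0.996 and 0.994, above the paper's value. Single libraries, which are not the same measure as the averages, gave a lowest absolute value of 0.973 over the 6 dsRNA-sprayed libraries, and 0.993 in WT-ds replicate 3. The lowest library was at 0.970 for a least-squares curve, 0.897 over 20 to 25 nt and 0.965 over every length, so none of these alternatives, set before the data were examined, brought the lowest library to the paper's value.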

Other observations

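In the water-sprayed plant, reads on the GFP region of interest were more often longer than 30 nt than in the sprayed plants: 58.2% of them were 17 to 30 nt, against 71.8% to 73.9% in the 6 dsRNA-sprayed libraries. This rests on 1 library with 316 reads.

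The tests on the low 22-nt ratio and on replicate 2 of 16C-ds were chosen after the values had been seen. The low ratio to 16C-w at 22 nt may come from the denominator: a lack of 22-nt reads in sprayed plants is argued against by their 22-nt count, which was on average 1.09 times their decay curve fitted without 21, 22 and 24 nt. Counting error of the 37 reads in 16C-w is also argued against, since a Poisson count about a 16C-w curve fitted without 22 nt alone (11.6 reads) reaches 37 with a probability of 2.9e-08 after multiplication by the 14 lengths. Reads of siRNA#164 in the 16C-w count are argued against too, since their positions lie outside the region of interest and in each WT-ds library the coverage there was at least 2.71 times all reads counted on the region. In 16C-ds replicates 1 to 3 this ratio was 2.87, 0.32 and 2.26, so replicate 2 does not bear on the point. About 25.4 reads of 22 nt in 16C-w lie above the latter curve, and whether they come from the transgene stays open, since no positions were used for 16C-w and there is 1 such plant.

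Replicate 2 of 16C-ds had the highest number of GFP reads in its group and the lowest coverage. Its read bases on the region of interest were 6.34 times its summed coverage, against 1.92 to 2.56 times in the other 5 libraries. The same reads would give a ratio near 1, so in each library the coverage held fewer bases than the counted reads. The reason was not tested. Swapped replicate numbers among the 16C-ds coverage columns are argued against, since the best of the 6 assignments still left 1 library at 4.36. Coverage columns that matched no sample by name were not part of these assignments, so a mix-up with them was not tested. A uniformly thinner coverage stays open: relative to replicates 1 and 3, its coverage was 0.46 in midGFP, 0.56 and 0.55 in the 5′ and 3′ flanks and 0.37 downstream of GFP, at most 1.26 times from the midGFP factor, but 0.18 at positions 164 to 187, whose amount may vary between libraries on its own. No biological explanation was tested.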
